A study of Mus musculus with 94 samples.

How the data were processed

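Single mouse bone marrow cells were captured on a Fluidigm C1 chip after sorting, and libraries were made with SMARTer cDNA synthesis and Nextera XT chemistry and sequenced as paired ends, per the labels' protocols. Bowtie2, RSEM and the mouse build mm9 are named, without versions or roles, per the submitters' processing notes. The deposited values are log2(TPM + 1), as read from the values themselves. Back-transformed to TPM, each cell summed to between 997625 and 999995, and 100.0% of values above 0 lay within 0.02 of a step of 0.01 TPM. Such values keep no sequencing depth and carry no molecular identifiers, so no interval or floor was computed from reads. The table listed 13244 genes for 94 cells, with 960 genes at 0 in all cells, no spike-ins and no mitochondrially encoded genes. The highest Pearson correlation between cells was 0.53, so no pair of cells held duplicate values.

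Each cell was assigned to Ski-KO or Ski-WT from its title, and the 6-digit start of its description was kept as a label prefix. The labels do not say what the prefix stands for. Since each deposited sample is a cell and no animal, donor or culture is named, each genotype counted as 1 sample, and cells were not used as replicates. No test was made and no genes were counted as changed. No cell was filtered out, no doublet caller was run, and no cell type was assigned, because the cells came from a single sort gate and the fixed marker lists describe the other types that the gate could hold.

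The main value per gene was the mean over Ski-KO cells minus the mean over Ski-WT cells of the deposited log2 values, with the same difference for each Ski-KO prefix and the difference between the Ski-KO prefixes beside it. Genes above 0 in at least 25% of the cells of a genotype entered the description of all genes, which left 6240. Shares of cells were given with exact Clopper-Pearson intervals at 95%. A limit of 5 TPM for detection was added after the data were seen. The naming rule was fixed before the data were examined. After Ski, it took genes outside the sex-linked list for which both Ski-KO prefixes differed from Ski-WT in the same direction and the smaller of these differences exceeded the difference between the prefixes. The 12 highest and 12 lowest by the smaller difference were named, and in each described list members were chosen by the same measure. Further list members are named where a list held few measured genes or where its prefixes disagreed, and these were chosen after their values were seen. Some list members that the rule takes are not reported here.

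The 32 gene lists, also fixed beforehand, covered Ski and its partners, TGF-beta and BMP targets, the TGF-beta pathway, Notch, stem cell identity, fetal stem cell genes, sort markers, mitosis, DNA replication, cyclins and CDK inhibitors, splicing factors, genes mutated in myelodysplastic syndrome, 7 sets of lineage markers, interferon, NF-kappaB, immediate early, p53 and unfolded protein responses, apoptosis, oxidative phosphorylation, ribosomal proteins, mitochondrially encoded, imprinted and sex-linked genes, and the neighbours of Ski. Some genes belong to more than 1 list. For each list with at least 3 measured members, the median difference was ranked among 10000 random lists of equal size matched on mean expression in 20 bins, as a description of these libraries. A list stood apart at a percentile under 2.5 or over 97.5 with both prefixes on the same side of the random median. The list of 25 neighbours of Ski was written beforehand. In a RefSeq table of GRCm38, a different build used for gene order only, 23 of them were found by symbol on the chromosome of Ski, none farther than 32 genes from it, and no coordinates are given. Of the symbols, 12565 were found among GENCODE gene names.

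Distances between prefixes used 19 cells from each, drawn 100 times with seed 7 as the base. The correlation of the prefix differences was compared with simulated groups drawn from the Ski-WT cells and with Ski-WT cells split at random. The alternatives covered other pseudocounts, linear means, shares of cells, medians over cells above 0, rescaling without ribosomal and the 100 highest genes, quantile normalization, detected genes as a covariate, single prefixes, other filters and another matching of random lists. Setting values under 5 TPM to 0, counting identical rows once and taking the median over genes off before comparison with draws were added later. The scripts were tested on simulated data made from the Ski-WT cells over the same 6240 genes. Shifts given to 200 genes were recovered exactly, 3.25% of unchanged lists of 15 genes passed the percentile rule, and 22 of the 24 genes named in the simulation were shifted ones. The exact recovery checks arithmetic only. The other values hold for the simulated shifts and lists, and do not measure how well differences between real cells are found. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.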

Results

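Single-cell RNA sequencing was used to compare haematopoietic stem cells labelled as Ski knockout or wild type. Ski is a transcriptional co-repressor of TGF-beta and Smad signalling, and the study concerns the early stage of myelodysplastic syndrome. The cells came from mouse fetal liver, had been transplanted 6 months earlier, and were recovered from bone marrow as SLAM cells, a stem cell gate of lineage-negative cells positive for c-Kit, Sca-1 and Cd150 and negative for Cd48. The table held 94 cells, 46 labelled Ski-KO and 48 labelled Ski-WT. No animal, donor or culture is named for any cell, so each genotype was treated as 1 sample, no test between genotypes was made, and no p-value is given. The Ski-KO cells carried 2 label prefixes, 051716 (27 cells) and 051816 (19 cells), and all Ski-WT cells carried the prefix 061016. No prefix held both genotypes, so genotype and prefix cannot be told apart, and values for single Ski-KO prefixes are given where their directions differ. Differences are means over Ski-KO cells minus means over Ski-WT cells of log2(TPM + 1), which understates the change of genes with low values. Where cells at or near 0 are more common in a genotype, the difference can also exceed the log2 ratio of mean TPM in size. This was so for Gnb1 and Cd81 below, while Prpf31 went the other way, so differences are not fold changes of mean level. Intervals on shares of cells are exact 95% binomial intervals that cover counting error only.

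The depth of each library is unknown, since TPM values keep none. A median of 3248 genes per cell had a value above 0 in prefix 051716 (range 2326 to 4930), 3679 in prefix 051816 (2540 to 4707) and 3670.5 in the Ski-WT cells (2717 to 5214). The 10 highest genes took a median of 10.2%, 9.25% and 9.64% of the total in the same order. Between 33.2% and 36.4% of the values above 0 were under 5 TPM in each prefix, and detection at 5 TPM or more is therefore given below for single genes. At that level the median number of genes was 2094, 2288 and 2415.5. Most markers of other cell types were scarce, with exceptions that were picked after their values were seen. Lyz2, a myeloid gene, reached 5 TPM in 28 Ski-KO and 28 Ski-WT cells, and Prtn3 of the same list in 24 and 33. Car2 of the erythroid list reached it in 46 and 48 cells, and Nfe2 of the megakaryocyte list in 32 and 31. No member of the mast cell and basophil list or of the macrophage list was above 0 in 25% of the cells of either genotype, and Cd48, which the gate excludes, reached 5 TPM in 0 of the 94 cells. Slamf1, which encodes Cd150, reached 5 TPM in only 4 Ski-KO and 7 Ski-WT cells, so absence of a transcript in a cell was common even for a gate marker.

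Ski, the targeted gene, was examined first. Ski was above 0 in 9 of 46 Ski-KO cells (19.6%, interval 9.36% to 33.9%) and in 10 of 48 Ski-WT cells (20.8%, interval 10.5% to 34.99%). Mean Ski expression was 8.85 TPM in the Ski-KO cells and 10.8 TPM in the Ski-WT cells, a difference of -0.14 on the log2 scale. The value was -0.10 in prefix 051716 and -0.19 in prefix 051816. At 5 TPM or more, Ski was found in 3 Ski-KO cells (6.52%, interval 1.37% to 17.9%) and 6 Ski-WT cells (12.5%, interval 4.73% to 25.2%). A lower level of Ski mRNA in the cells labelled Ski-KO was thus not detectable in these libraries. The labels do not say which part of the gene was removed, and a value per gene does not show whether the remaining transcript was intact, so the genotype labels could not be checked from Ski values. Directions below refer to the cells labelled Ski-KO. Among the related co-repressor genes and partners, Hdac1 and Hdac2, which encode histone deacetylases, differed by -1.17 and -0.53. The log2 ratio of mean TPM was above 0 for Hdac1 (0.17), as was the median over cells above 0 for Hdac2 (0.32). Skil, the close relative of Ski, had a difference of 1.15, with 0.41 in prefix 051716 and 2.19 in prefix 051816. The list as a whole had a median difference of -0.17, at percentile 62.3 of 10000 random lists matched on mean expression.

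**Figure D1:**
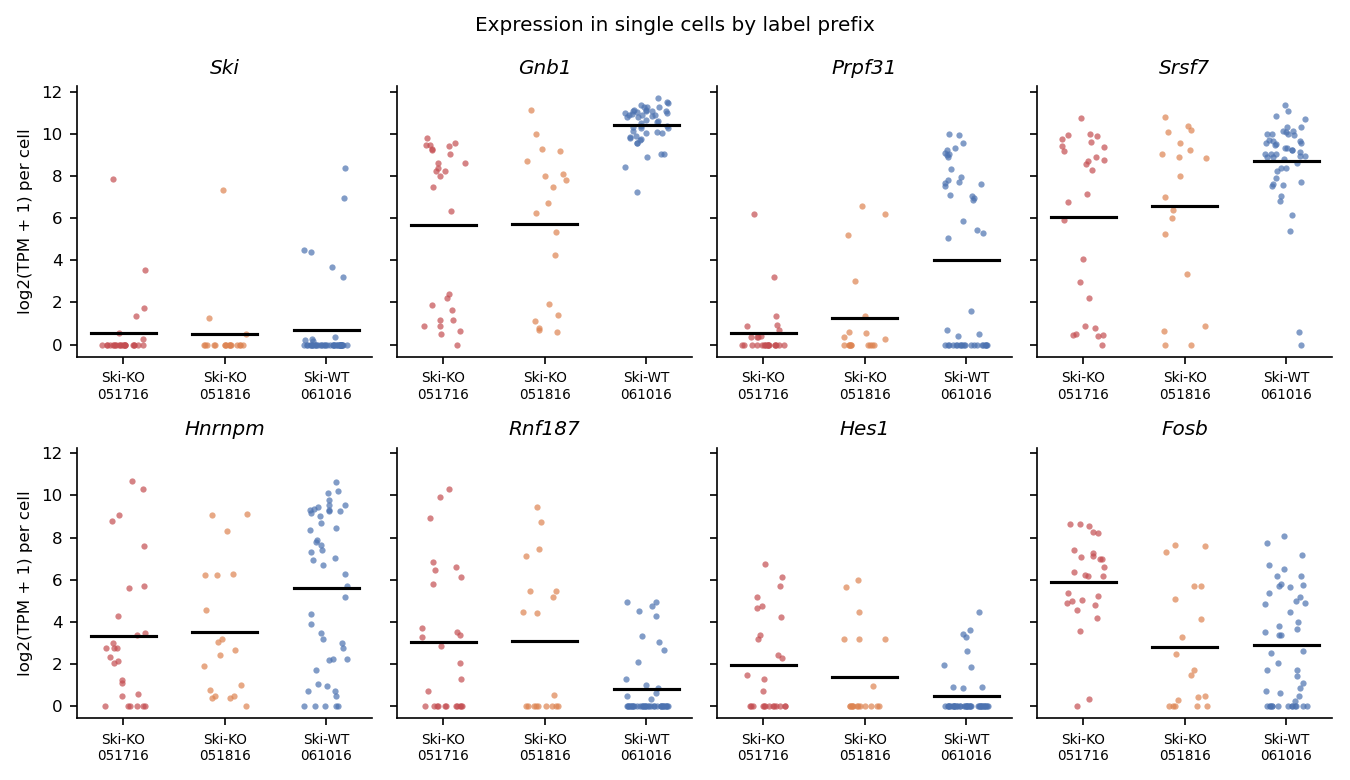
Expression of 8 genes in single cells, with log2(TPM + 1) on the vertical axis and the 3 label prefixes on the horizontal axis. Each point is a cell and each black line is the mean over the cells of a prefix. Ski was near 0 in most cells of all prefixes, while Gnb1 lay at 7.26 or more in every Ski-WT cell and ranged down to 0 in the Ski-KO cells.

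The genes that differed most between genotypes, and alike in both Ski-KO prefixes, were lower in the cells labelled Ski-KO. Gnb1, which encodes a beta subunit of heterotrimeric G proteins and lies 10 genes from Ski in the RefSeq gene order, had the lowest difference, -4.75, with -4.78 in prefix 051716 and -4.71 in prefix 051816. Mean Gnb1 expression was 302 TPM in the Ski-KO cells and 1599 TPM in the Ski-WT cells, a 5.29-fold difference of linear means. All 48 Ski-WT cells held Gnb1 at 5 TPM or more, with values of log2(TPM + 1) from 7.26 to 11.7, against 29 of 46 Ski-KO cells (63.04%, interval 47.5% to 76.8%). Even among the Ski-KO cells above that level the median was lower, at 8.84 in prefix 051716 and 8.01 in prefix 051816, compared with 10.6 in the Ski-WT cells. Prpf31, a component of the spliceosome's tri-snRNP, followed with a mean of 6.45 TPM against 174 TPM and was at 5 TPM or more in 6 of 46 Ski-KO cells (13.04%, interval 4.94% to 26.3%) and 24 of 48 Ski-WT cells (interval 35.2% to 64.8%).

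The other genes with the lowest values had varied functions. Mrpl18, a mitochondrial ribosomal protein gene, differed by -2.94, and Atp6v0b, a subunit of the vacuolar proton pump, by -2.58. Atox1, a copper chaperone gene, had -2.50, and Ppa1, which encodes an inorganic pyrophosphatase, had -3.06. Dtd1, which encodes a deacylase that edits mischarged tRNA, had -2.62, and Cnot8, a deadenylase subunit of the CCR4-NOT complex, had -2.71. Cd81, a tetraspanin gene, was at 5 TPM or more in 26 Ski-KO cells and 44 Ski-WT cells, a difference of -2.58, although its linear means were closer, at 467 and 575 TPM. The remaining members of this group were Tbrg1 (-2.60), Repin1 (-2.37) and 4833439L19Rik (-2.40). For Tbrg1 the direction turned when only cells above 0 were used (0.25).

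The 12 genes with the highest differences included Rnf187, a RING-finger ubiquitin ligase gene, with 2.23 overall and means of 104 TPM and 3.23 TPM. Rnf187 was at 5 TPM or more in 22 Ski-KO cells (47.8%, interval 32.9% to 63.1%) and 8 Ski-WT cells (16.7%, interval 7.48% to 30.2%). Pdk3, a pyruvate dehydrogenase kinase gene, had a difference of 1.92, Hibch, an enzyme gene of valine breakdown, 1.62, and Prdx2, a peroxiredoxin gene, 1.77. Genes of signalling in this group were Rgs1, a regulator of G protein signalling (1.78), Prkacb, a catalytic subunit of protein kinase A (1.51), and Rasal3, a Ras GTPase-activating protein gene (1.65). The others were Tmem59 (1.83), Polr2k (1.67), Stx4a (1.62), Cdk2ap1 (1.41) and Mrps18c (1.46).

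The sizes at both ends were set against what drawing cells alone gives. In 100 draws in which all cells of all prefixes were taken with replacement from the Ski-WT cells, the lowest gene under the same naming rule had a smaller prefix difference of -2.21 on average, with the most extreme draw at -3.38. The value for Gnb1, -4.71, lay beyond every draw. The 12th lowest gene was observed at -2.26, against a range of -2.17 to -1.09 in the draws. The draws hold no overall shift, and with the median over genes taken off each prefix difference, a step added after the values were seen, Gnb1 (-4.51) stayed beyond every draw, while the 12th lowest gene (-1.99) lay inside the range of -2.12 to -1.08. At the high end, the 12th gene was observed at 1.28 and the highest at 2.21, inside the ranges of 0.99 to 2.12 and 1.32 to 3.16 in the draws. The genes named as higher were thus no larger in difference than the draws, which hold no genotype difference.

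**Figure D2:**
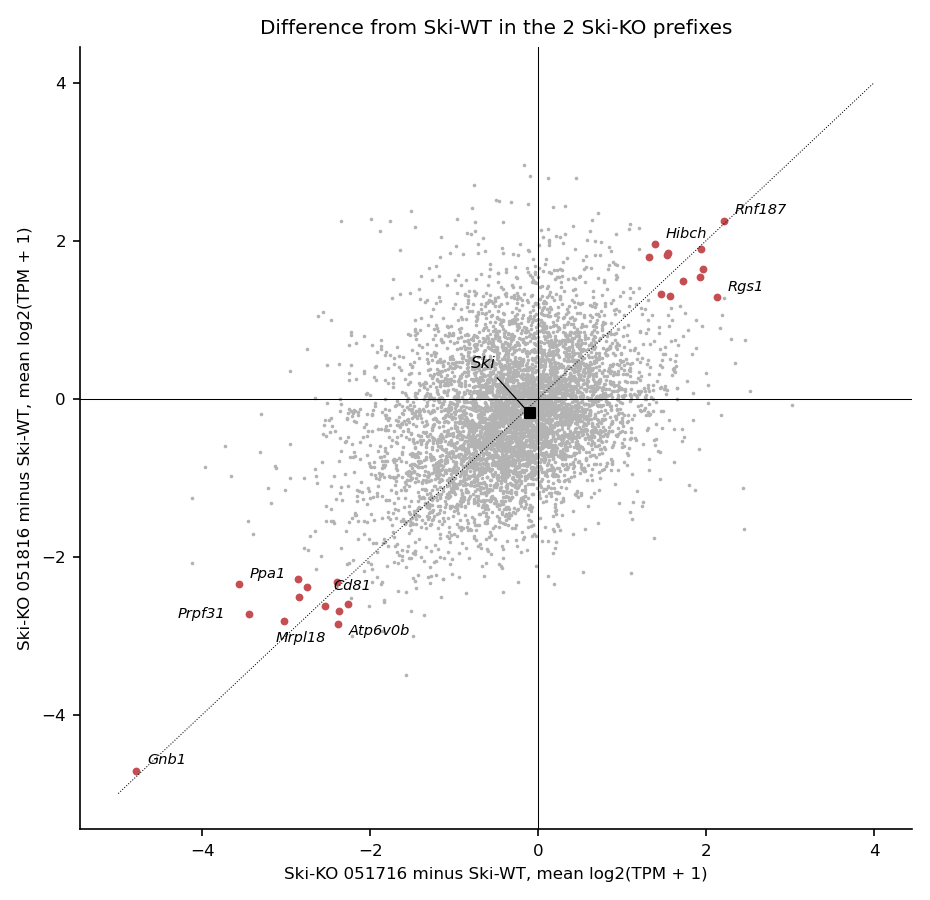
Difference from the Ski-WT cells in mean log2(TPM + 1) for Ski-KO prefix 051716 (horizontal axis) and prefix 051816 (vertical axis). Each point is 1 of 6240 genes above 0 in at least 25% of the cells of a genotype, red points are the 12 highest and 12 lowest genes under the naming rule, the black square is Ski, and the dotted line marks equal values. Gnb1 stands apart at the lower left, with -4.78 and -4.71.

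Across all genes the genotypes were hardly further apart than subsets of Ski-WT cells. At 19 against 19 cells, the median absolute difference per gene was 0.63 between prefix 051716 and the Ski-WT cells and 0.58 between prefix 051816 and the Ski-WT cells. The value was 0.59 between the Ski-KO prefixes, which share a genotype, and 0.56 between 2 draws of Ski-WT cells, with a range of 0.53 to 0.63 over 100 draws. The differences of the Ski-KO prefixes from the Ski-WT cells had a correlation across genes of 0.33 and a covariance of 0.20. Both comparisons use the same Ski-WT cells, and with no effect simulated from those cells the correlation was 0.32 and the covariance 0.16. With the Ski-WT cells split at random into separate sets of equal size, the correlation fell to 0.05 and the covariance to 0.04. Genes are not independent replicates, and these values describe the libraries only. Cells of different prefixes resembled each other about as much as cells of the same prefix. The median Spearman correlation across genes between pairs of cells was 0.28 within prefix 051716, 0.30 within prefix 051816 and 0.29 within the Ski-WT cells, and it was 0.28 and 0.29 between the Ski-KO prefixes and the Ski-WT cells.

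**Figure D3:**
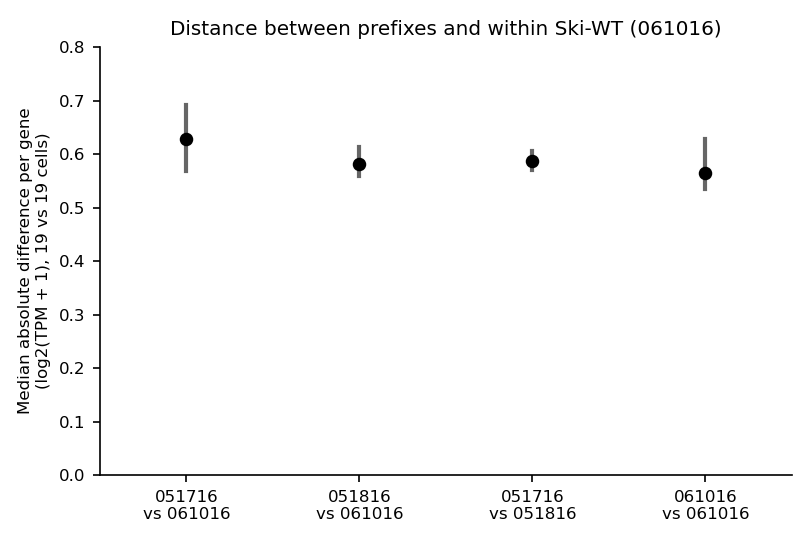
Median absolute difference per gene in mean log2(TPM + 1) between draws of 19 cells (vertical axis) for the 4 pairs of prefixes on the horizontal axis. Points are means over 100 draws and bars run from the lowest to the highest draw. The means lie between 0.56 within the Ski-WT cells and 0.63 between prefix 051716 and the Ski-WT cells.

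The median difference over the 6240 genes was -0.22, so gene groups are described against random lists with the same expression. Of 24 lists with at least 3 measured members, 2 stood apart by the rule set before the data were examined. The immediate early list also passed the percentile part of the rule, at percentile 100, but its prefixes disagreed. By chance, 1.2 lists would pass the percentile part if the genes of a list varied independently. Between the Ski-KO prefixes, which share a genotype, the immediate early (percentile 100), sort marker (99.99) and erythroid (98.36) lists also passed that part. Lists can therefore pass it without a difference in genotype label. Ribosomal protein genes had a median difference of 0.14 (percentile 99.4), with 0.19 in prefix 051716 and 0.11 in prefix 051816. Of 47 measured members, 25 were higher in both Ski-KO prefixes and 5 were lower in both, led by Rps2 (0.74), Rpl23 (0.44), Rplp1 (0.44) and Rpl22 (0.41). This list fell inside the limits, at percentile 92.5 and with a median of -0.08, after quantile normalization of detected genes, and it was at percentile 87.1 with the number of detected genes as a covariate, 52.5 for shares of cells above 0 and 96.1 in prefix 051816 alone. Genes induced by TGF-beta in many cell types had a median of 0.44 (percentile 98.5) over only 5 measured members. Skil (1.15), Smad7 (0.87) and Junb (0.44) were higher in both prefixes, and Klf10 (-0.92) and Tgif1 (-0.66) were lower in both. The direction turned for Smad7 (-0.61) and Tgif1 (0.76) with the median over cells above 0, and for Klf10 with the log2 ratio of mean TPM (0.13) and the share of cells above 0 (0.82 percentage points). The list median is the value of Junb, which is also on the immediate early list. The list no longer stood apart in prefix 051716 alone (percentile 97.4) or 051816 alone (83.7), for linear means (89.5), shares of cells above 0 (91.7) or medians over cells above 0 (88.2), with the covariate (96.8), without a filter on low values (97.3) or with a filter of 50% of cells (95.5). With genes above 0 in 10% of cells its median was -0.47, at percentile 12.1.

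Among 7 measured receptor and Smad genes upstream of these targets, 3 were higher and 2 lower in both prefixes. Their median difference was 0.07 at percentile 85.9, with -0.19 at percentile 49.9 in prefix 051716 and 0.49 at percentile 98.9 in prefix 051816, and with the number of detected genes as a covariate the list was at percentile 97.6. Smad1, a mediator of BMP signals, had a difference of 1.19 and Tgfbr2, the type II TGF-beta receptor gene, 0.60, whereas Bmpr2, a BMP receptor gene, had -0.75. Only Smad7 and Hes1 of the BMP target list passed the filter. Hes1, a transcriptional repressor gene that also belongs to the Notch list, had a difference of 1.21 and was at 5 TPM or more in 15 Ski-KO and 5 Ski-WT cells. The other measured Notch gene, Notch2, had 0.51 in prefix 051716 and -0.05 in prefix 051816.

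Stem cell genes were the next group. Of 20 measured members of the stem cell identity list, 10 were lower in both prefixes and 1 was higher in both, but the median of -0.34 lay at percentile 38.2, within the general shift, and the prefixes differed, with percentile 83.6 in 051716 and 0.32 in 051816. Procr, which encodes a surface receptor of long-term stem cells, had -1.05, Hoxa9 had -0.84 and Esam had -0.82. For Procr the median over cells above 0 went the other way (2.29). Kit, a sort marker, had -0.72. Other genes on the sort marker list separated the prefixes. Ly6a, which encodes Sca-1, had 1.11 in prefix 051716 and -2.21 in prefix 051816. Cd34, which is on the list but not part of the gate described above, had 1.18 and -1.17. The list of 5 sort markers had percentile 54.7 pooled, 100 in prefix 051716 (median 1.11) and 13.4 in prefix 051816 (median -0.71).

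Splicing factor genes, several of which are mutated in myelodysplastic syndrome, contained some of the lowest values without a shift of the group. Of 42 measured members, 15 were lower and 12 higher in both prefixes, and the median of -0.15 lay at percentile 82.9. Besides Prpf31, the lowest members were Srsf7 (-2.44), which encodes a serine- and arginine-rich splicing factor, Hnrnpm (-2.18), an RNA-binding protein gene, and Sf3b2 (-2.05), a subunit of the U2 particle. Hnrnpc (1.48) and Tra2b (1.40) led the members that were higher alike in both prefixes under the naming rule, although for Tra2b the share of cells above 0 was lower by 2.36 percentage points, and for Sf3b2 it was higher by 5.98 percentage points. Genes recurrently mutated in myelodysplastic syndrome had a median of -0.13 at percentile 71.4 (0.04 in prefix 051716 and -0.17 in prefix 051816), with 7 of 20 lower and 5 higher in both prefixes, including Runx1 (-0.67), Asxl1 (-0.62) and Sf3b1 (0.52), for which the share of cells above 0 was lower by 2.26 percentage points.

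**Figure D4:**
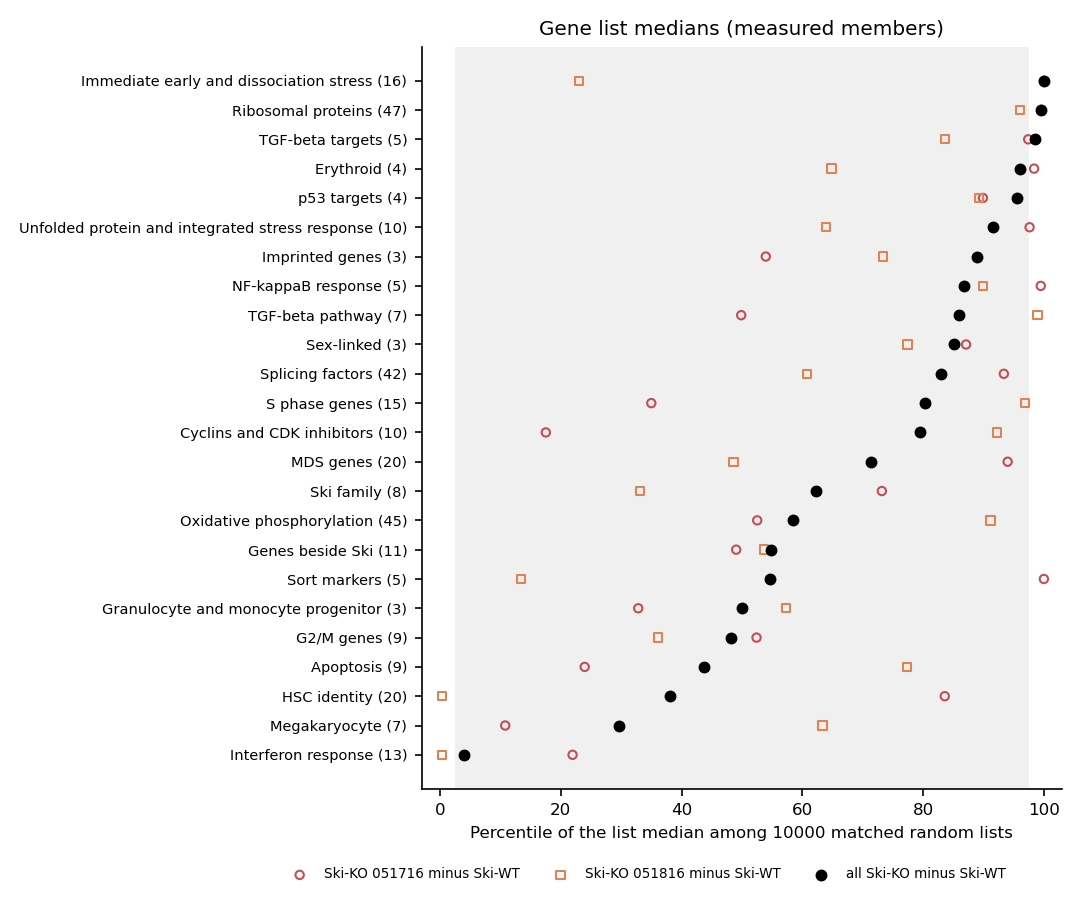
Percentile of each gene list's median difference among 10000 random lists matched on mean expression (horizontal axis) for 24 lists (vertical axis, measured members in parentheses). Black points are all Ski-KO cells, open red circles are prefix 051716 and open orange squares are prefix 051816, each against the Ski-WT cells, and the grey band spans the percentiles at which a list does not stand apart. Immediate early genes reach percentile 100 pooled but 22.97 in prefix 051816.

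Immediate early and dissociation stress genes had a median of 0.52 at percentile 100, made up of 0.91 in prefix 051716 and -0.30 in prefix 051816. The list passed the full rule for linear means (percentile 100), shares of cells above 0 (99.35) and a filter of 50% of cells (100). In the other alternatives that used both Ski-KO prefixes the full rule was not met. Fosb (3.02 and -0.09), Klf6 (2.52 and 0.09), Fos (2.18 and -0.21), Egr1 (1.38 and -1.76) and Dusp1 (1.79 and -1.10), which were picked after their values were seen, had the largest gaps between the prefixes, while Dnajb1, a heat-shock co-chaperone gene, was higher in both (1.29 pooled) and Hspa8, a heat-shock cognate gene, was lower in both (-0.92). The median of the NF-kappaB response list was 0.14 at percentile 86.7 (99.5 in prefix 051716 and 89.9 in prefix 051816), with Birc3 at 0.75. With a filter of 10% of cells the list passed the rule, at 0.44 and percentile 99.1. It was at percentile 73.9 with the number of detected genes as a covariate and 75.9 when the Ski-KO prefixes weighed equally. Interferon response genes had a median of -0.59 at percentile 4.0, with 9 of 13 members lower and 2 higher in both prefixes. The list was at percentile 21.96 in prefix 051716 and 0.35 in prefix 051816, and passed the limit, at 1.6, when the Ski-KO prefixes weighed equally. It was well inside the limits for shares of cells above 0 (45.7), medians over cells above 0 (27.5), values under 5 TPM set to 0 (21.3) and the covariate (12.3), and with filters of 10% and 50% of cells (33.5 and 68.2). Oasl2 (-1.60), an antiviral gene, and Irf9 (-1.16) and Stat2 (-0.90), which encode parts of the interferon-activated transcription complex, were lower, and Ifi44 (0.75) was higher. All 4 measured p53 target genes were above 0 in both prefixes, with a median of 0.27 at percentile 95.6 (98.99 without a filter on low values). The list was at 66.2 for linear means, and at -0.51 and percentile 34.8 for the median over cells above 0. For Mdm2 (0.23) the log2 ratio of mean TPM was -0.25, and for Zmat3 (0.11) the share of cells above 0 was lower by 5.07 percentage points. Unfolded protein and integrated stress response genes had a median of 0.03 at percentile 91.5 (0.18 in prefix 051716 and -0.12 in prefix 051816), with 2 of 10 members higher and 2 lower in both prefixes, and Asns (-0.88) as the only member that met the naming rule. This list passed the limit for shares of cells above 0 (99.45), with the covariate (98.9), with a filter of 50% of cells (98.02) and in prefix 051716 alone (97.63), but not in prefix 051816 alone (63.9). Apoptosis genes had -0.28 at percentile 43.7 (-0.51 in prefix 051716 and 0.04 in prefix 051816), with Bad, a pro-apoptotic gene, at -1.49.

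Among genes of cell division, the shares of cells with mitosis genes had overlapping intervals in all prefixes. A median of 4 of the 16 mitosis genes was above 0 per cell in prefix 051716 (range 0 to 14), 4 in prefix 051816 (0 to 11) and 3.5 in the Ski-WT cells (1 to 16). At least 4 such genes were found in 55.6% of cells of prefix 051716 (interval 35.3% to 74.5%), 52.6% of prefix 051816 (interval 28.9% to 75.6%) and 24 of 48 Ski-WT cells (interval 35.2% to 64.8%). That limit is not firm, since 21 Ski-KO and 22 Ski-WT cells lay within 1 gene of it, and at 5 TPM or more the shares were 18.5%, 5.26% and 14.6%. Of the DNA replication genes, a median of 7, 6 and 8 was above 0 per cell. As lists, mitosis genes had a median difference of -0.18 at percentile 48.3 and DNA replication genes -0.12 at percentile 80.3, but with the number of detected genes as a covariate the DNA replication list was at 0.61 and percentile 99.9. Without it, that list was at -0.48 and percentile 34.995 in prefix 051716 and at 0.29 and percentile 96.9 in prefix 051816, both inside the limits, with 9 of 15 members on opposite sides of Ski-WT. Mcm3, a subunit of the replicative helicase, had -0.99 and Tyms, which encodes thymidylate synthase, had -0.59. Cyclins and CDK inhibitors had a median of -0.09 at percentile 79.5, with -0.64 in prefix 051716 and 0.22 in prefix 051816. Cdk4, a G1 kinase gene, had -0.67, though its log2 ratio of mean TPM was 0.32, and the inhibitor gene Cdkn1b had 0.51, though its median over cells above 0 was -0.59. Oxidative phosphorylation genes had -0.22 at percentile 58.5 (-0.33 in prefix 051716 and 0.03 in prefix 051816), with Uqcrc1 at -1.64 and Atp5c1 at 0.89, although its share of cells above 0 was lower by 0.27 percentage points.

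Few members of the lineage lists passed the filter. The megakaryocyte list had a median of -0.42 at percentile 29.7 over 7 members, 5 of which were lower in both prefixes. This list was at -0.78 and percentile 10.8 in prefix 051716 and at -0.08 and percentile 63.4 in prefix 051816. For the median over cells above 0 it was at -1.50 and percentile 2.41, without passing the full rule. With the number of detected genes as a covariate it turned to 0.15, at percentile 79.7. Of 3 measured genes of granulocyte and monocyte progenitors, which had a median of -0.30 at percentile 50.1 (2.36 for linear means), Prtn3, a neutrophil protease gene, had the lowest value (-1.72), at 5 TPM or more in 24 Ski-KO and 33 Ski-WT cells. The erythroid list had 0.37 at percentile 96.1 (0.65 in prefix 051716 and -0.02 in prefix 051816) over 4 members, but Hbb-b2 and Hbb-bt (1.02) held identical values in all cells, and Car2 (-0.28) and Blvrb (-0.57) were lower. With the identical rows counted once, an alternative added after the values were seen, the median was -0.28 at percentile 42.2, so the positive value came from the repeated row. Flt3 (1.46 in prefix 051716 and 0.14 in prefix 051816) and Cd79b (-0.78 and 0.74) of the lymphoid list and Lepr (0.50 and -0.25) of the endothelial and stromal list were the only members measured. Imprinted genes had 0.24 at percentile 88.9 over 3 members, with -0.23 in prefix 051716 and 0.03 in prefix 051816, and no gene of the fetal stem cell list passed the filter. No mitochondrially encoded gene was listed.

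Genes that neighbour Ski were compared with Gnb1. The list of 11 measured neighbours had a median of -0.24 at percentile 54.7, with 7 lower and 1 higher in both prefixes. Apart from Gnb1, the lowest neighbour that met the naming rule was Pank4, a pantothenate kinase family gene (-0.93). Of the sex-linked genes, Xist was at most 0.99 TPM in any cell and reached 5 TPM in 0 of 94, and a Y-linked gene reached 5 TPM in 18 of 27, 12 of 19 and 30 of 48 cells of prefixes 051716, 051816 and 061016. The difference was 0.99 for Ddx3y, and Eif2s3y had 0.88 in prefix 051716 and -0.79 in prefix 051816. As a list, with 3 measured members, these genes had a median of 0.19 at percentile 85.1. The list passed the rule for shares of cells above 0, at 11.3 percentage points and percentile 98.3. For the median over cells above 0 it was at -0.06 and percentile 56.96.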

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

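No paired analysis was possible because cell numbers only name cells and no result comes from a test. Depth is unknown, so what it limits could not be measured. Leaving out cells over 3 median absolute deviations in detected genes removed 0 cells and changed nothing. The named genes and most genes from lists were chosen for prefixes that agree, so single or equally weighed prefixes could not reverse them. Under the other 9 alternatives, the 24 named genes other than Ski kept their direction in all but 1 of 216 values, and Gnb1 ranged from -5.18 to -2.40 on log2 scales. The exception was Tbrg1, at 0.25 for the median over cells above 0. The 24 genes were chosen as extremes of the same cells that these alternatives use. The count therefore does not show that their differences would recur in other cells. With the median over genes taken off each prefix difference, a step chosen after seeing the data, the 12th lowest gene (-1.99) no longer lay beyond the draws of Ski-WT cells. Of 558 values for 62 genes named from lists, 30 reversed under these alternatives. With the median over cells above 0 these were Cd79b (2.55), Procr (2.29), Ly6a (1.19), Tgif1 (0.76), Hdac2 (0.32), Cdk4 (0.11), Notch2 (-0.113), Hbb-b2 (-0.34), Cd34 (-0.43), Cdkn1b (-0.59), Smad7 (-0.61), Mdm2 (-1.08) and Eif2s3y (-1.82). With the log2 ratio of linear means they were Cd79b (0.81), Cdk4 (0.32), Hdac1 (0.17), Klf10 (0.13) and Mdm2 (-0.25). As percentage points of cells above 0 they were Sf3b2 (5.98), Klf10 (0.82), Lepr (-0.091), Atp5c1 (-0.27), Egr1 (-2.17), Sf3b1 (-2.26), Fos (-2.36), Tra2b (-2.36), Zmat3 (-5.07) and Dusp1 (-6.97). Cd79b also turned with pseudocount 10 (0.023) and Lepr with values under 5 TPM set to 0 (-0.024). Among genes picked without agreeing prefixes, those reversed were Cd79b (0.74), Notch2 (-0.046), Fosb (-0.086), Fos (-0.21), Lepr (-0.25), Eif2s3y (-0.79), Dusp1 (-1.10), Cd34 (-1.17) and Egr1 (-1.76) in prefix 051816 alone, Ly6a (1.11) in prefix 051716 alone, and Egr1 (-0.19) with prefixes weighed equally.

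The ribosomal protein list kept its place in 12 of 16 alternatives that changed values. Its percentile was 52.5 for shares of cells above 0, 92.5 after quantile normalization, 87.1 with the covariate and 96.1 in prefix 051816 alone. The TGF-beta target list kept its place in 7 of 16. Its percentile was 89.5 for linear means, 91.7 for shares of cells, 88.2 for the median over cells above 0, 96.8 with the covariate, 97.4 in prefix 051716 alone, 83.7 in prefix 051816 alone, 97.3 without a filter and 95.5 with a filter of 50%. With a filter of 10% it reversed to 12.1, since the filter changes which members are measured. Of 346 values for the lists that did not stand apart, 24 from 12 lists passed the rule, 4 each from the erythroid, immediate early and unfolded protein response lists. With a single prefix, agreement between prefixes could not be asked, so only the percentile part applied. These passes include those of the erythroid, immediate early and unfolded protein response lists in prefix 051716 alone.

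The share of cells with at least 4 mitosis genes was 22.2%, 5.26% and 16.7% in prefixes 051716, 051816 and 061016 with values above 1 TPM, and 18.5%, 5.26% and 14.6% from 5 TPM, an alternative chosen after seeing the data. With at least 6 genes it was 22.2%, 36.8% and 31.3% in the same order. Ski reached 5 TPM in 6.52% of Ski-KO cells. Median genes per cell were 2482, 2710 and 2945 above 1 TPM and 2094, 2288 and 2415.5 from 5 TPM. With a filter of 50%, the distances were 0.70 and 0.64 between the Ski-KO prefixes 051716 and 051816 and Ski-WT and 0.65 between the Ski-KO prefixes. With pseudocount 10 they were 0.36, 0.33 and 0.33, and 0.33 within Ski-WT. Apart from changes built into a limit or a pseudocount, the cause was not tested.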

Other observations

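Subunits of the vacuolar proton pump, which acidifies lysosomes, were not on a list fixed beforehand and were looked at after Atp6v0b appeared among the lowest genes. Of 13 measured Atp6v genes, 1 of them the pseudogene Atp6v0c-ps2 (-1.18), 9 were lower in both Ski-KO prefixes, with Atp6v1f (-2.40), Atp6v1g1 (-1.99), Atp6v1e1 (-1.58) and Atp6v0e (-1.39) lowest after Atp6v0b, and 4 were higher in both, by 0.11 to 0.59. As a hypothesis, the whole family may be lower in the cells labelled Ski-KO. The median of the 11 members other than Atp6v0b and Atp6v1f was -0.76, at percentile 4.73 of matched random lists (6.47 without the pseudogene), short of the limit of 2.5 set beforehand, so the question stays open. A second hypothesis was that splicing factor genes differ more in size than other genes. The median size of their smaller prefix difference was 0.18, at percentile 71.97 of matched lists, under the limit of 75 set beforehand. The prediction was thus not met for the median. This measure is 0 for the 15 of 42 members whose prefixes disagreed, and a median hardly responds to a few extreme members. The hypothesis was therefore not decided.

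Of the tests below, those on the genes around Ski, on label prefixes and on values under 5 TPM were chosen after their results were seen. The low Gnb1 values in the cells labelled Ski-KO are the pattern most worth following up. A shift shared by the genes around Ski was argued against, because the other 10 measured neighbours had a median of -0.18, at percentile 66.4. The lowest of them, Rer1, which lies 2 genes from Ski, had -1.52, below the 5th percentile of all 6240 genes (-1.36). The median therefore does not exclude changes of single neighbours. Fewer detected genes in Ski-KO cells were argued against as well, since the Gnb1 difference was -4.74 with that number as a covariate. Handling or library preparation of a prefix stays open and cannot be told apart from genotype, since the number of label prefixes that hold both genotypes is 0. A genotype effect on Gnb1, or a variant in or beside Gnb1 that came with the altered allele, may also be the source, and neither was tested.

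The Ski-KO prefixes differed from each other by about as much as each did from the Ski-WT cells. Sampling of few cells is consistent with this, as the distance between draws of Ski-WT cells was 0.96 of the distance between the Ski-KO prefixes. The part played by different numbers of detected genes could not be decided. Matching cells on that number left the distance at 1.01 of its unmatched value. With draws of Ski-WT cells already at 0.96, there was little room for the distance to fall. Genes such as Fosb and Klf6, which separated the Ski-KO prefixes, were not covered by these medians over all genes, and no biological explanation was tested for them.

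Values under 5 TPM made up 33.2% to 36.4% of the values above 0 in each prefix. Reads of other cells of the same pool are a candidate explanation. With zeros included, the mean low value of a gene followed its mean in the other prefixes more than in its own, with slope differences across genes of 0.169, 0.264 and 0.077 in prefixes 051716, 051816 and 061016. Among values above 0 alone the differences were -0.176, -0.295 and 0.048, so the versions of the test disagree and the question stays open.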
